# Specifically Expressed Genes of the Nematode *Bursaphelenchus Xylophilus* Involved with Early Interactions with Pine Trees

**DOI:** 10.1371/journal.pone.0078063

**Published:** 2013-10-14

**Authors:** Xiuwen Qiu, Xiaoqin Wu, Lin Huang, Minqi Tian, Jianren Ye

## Abstract

As the causal agent of pine wilt disease (PWD), the pine wood nematode (PWN), *Bursaphelenchus xylophilus*, causes huge economic losses by devastating pine forests worldwide. However, the pathogenesis-related genes of *B. xylophilus* are not well characterized. Thus, DNA microarrays were used to investigate differential gene expression in PWN where *Pinus thunbergii* was inoculated with nematodes, compared with those cultured on *Botrytis cinerea*. The microarrays comprised 31121 probes, 1310 (4.2%) of which were differentially regulated (changes of >2-fold, *P* < 0.01) in the two growth conditions. Of these 1310 genes, 633 genes were upregulated, whereas 677 genes were downregulated. Gene Ontology (GO) categories were assigned to the classes Cellular Component, Molecular Function, and Biological Process. The comparative gene expression analysis showed that a large number of the pathogenesis-related genes of *B. xylophilus*, such as pectate lyase genes, cytochrome P450s, UGTs, and ABC transporter genes, were highly expressed when *B. xylophilus* infected *P. thunbergii*. Annotation analysis indicated that these genes contributed to cell wall degradation, detoxification, and the reproduction process. The microarray results were validated using quantitative RT-PCR (qRT-PCR). The microarray data confirmed the specific expression of *B. xylophilus* genes during infection of *P. thunbergii*, which provides basic information that facilitates a better understanding of the molecular mechanism of PWD.

## Introduction

 Pine wilt disease (PWD) is one of the most serious diseases [1,2] that affects coniferous forests around the world and it is considered to be caused by pine wood nematodes (PWNs), *Bursaphelenchus xylophilus* (Steiner & Buhrer) Nickle [3,4]. In Asia, PWD was introduced into Japan during the early 20^th^ century [5] and it spread subsequently to other countries, including China [6] and Korea [7], where pine trees have no natural resistance to *B. xylophilus*. Later, PWD spread to European countries, including Finland [8], Portugal [9], and Russia [10]. *B. xylophilus* is considered to be a native of North America [11], where the local forests are generally resistant or tolerant [12]. *B. xylophilus* causes severe economic, environmental, and social impacts [13,14] in non-indigenous areas and it has attracted attention because of its high pathogenicity in host trees. As the main pathogenic agent of PWD [15], PWNs lead to the death of pine trees within several months, especially between May and September. *B. xylophilus* is vectored by longhorn beetles in the genus *Monochamus* [16–19] and is transmitted via an unusual tree to tree infection route [20]. It is widely known that the introduction and expansion of *B. xylophilus* into non-native areas was mediated mainly by the international wood trade via the short- or long-distance transportation of pine wood, as well as packing materials and wood products infected by PWN [21–23]. Therefore, there is an urgent need to develop effective management strategies to control PWD [24].

 PWN is a serious threat to forests in Asia and Europe, and the risk of this problem is likely to increase due to climate change. However, the pathogenic mechanism of PWD is not clear at present [25]. Little was known about the molecular pathogenicity of *B. xylophilus* until ten years ago, but much progress has been made recently since the development of biotechnology techniques [21]. High-throughput sequencing, which is a powerful method for gene research, has been used to screen resistant genes in trees infected by *B. xylophilus* [26]. Microsatellite markers have also been used to study the genetic diversity of PWN to understand its invasion route and the host colonization process [24]. 

 Information about the pathogenesis-related genes of *B. xylophilus* is essential for understanding the pathogenic mechanism of PWD, but there has been little research in this area. Thus, we compared the differential gene expression of *B. xylophilus* in two growth conditions: growth on *Botrytis cinerea* and after inoculating *Pinus thunbergii* with PWNs. The goal of this study was to analyze the specifically expressed PWN genes involved with the early interactions between *B. xylophilus* and *P. thunbergii*, and to screen the pathogenesis-related genes of *B. xylophilus* using DNA microarrays. Quantitative RT-PCR (qRT-PCR) was used to validate the results obtained using the microarray assays. 

## Materials and Methods

### *B*. *Xylophilus* growth conditions and sampling

*P. thunbergii* seedlings (2 years old) obtained from the greenhouse at Nanjing Forest University were transplanted into pots (30 cm in diameter, 25 cm in height) and maintained with a relative humidity of 70%. The seedlings (height c. 80 cm) were watered every other day and maintained with a photoperiod of 14 h day (25°C) and 10 h night (20°C). The highly virulent AMA3cl strain of PWN was used in the experiment, which was maintained by Lihua Zhu in our laboratory [27]. Two treatments were applied: (i) a suspension of 5000 nematodes (a mixture of adults and juveniles) was used to inoculate the fungus *B. cinerea* (the fungus had been incubated at 25°C for 6 days) on potato dextrose agar medium and grown at 25°C for a further 7 days; (ii) the same amount of nematodes was pipetted into wounds (2 cm in length) in *P. thunbergii* seedlings at about 50 cm above the soil level. The inoculated seedlings were cultivated in the greenhouse for 7 days at 25°C during the daytime and 20°C at night, with 70% humidity. The nematodes were separated from *B. cinerea* and *P. thunbergii* seedlings using a Baermann funnel. Next, *B. xylophilus* was collected by centrifugation at 3000 rpm for 1 min and frozen in liquid nitrogen, before further RNA isolation.

### RNA isolation

The RNA was extracted from frozen nematodes using an RNAprep Kit (Tiangen, China) and purified further with an RNAclean Kit (Tiangen, China), according to the manufacturer’s protocol. The RNA was quantified at 260 nm using a spectrophotometer and examined by electrophoresis on a 1.5% agarose gel.

### Microarray construction, hybridization, and data analysis

The microarray experiments were performed with the help of Shanghai Biotechnology Corporation. In total, 31121 oligonucleotides were synthesized based on the whole genome sequences (obtained from http://www.ncbi.nlm.nih.gov/genome) of *B. xylophilus*. A silane mixture was used to prepare hydrophobic glass slides, which contained exposed hydroxyl groups to facilitate nucleotide combining. The synthesized oligonucleotides were spotted robotically onto the hydrophobic surfaces of the glass slides. The first-strand cDNA was synthesized using a T7-oligo (dT) promoter primer. Subsequently, double-stranded cDNA was produced using a combination of Affinity Script RNase Block Mix, dNTP mix, DTT, and First Strand Buffer. The cRNA was generated from cDNAs using a Genechip IVT Labeling Kit (Affymetrix, USA) and purified with an RNeasy Mini Kit (Qiagen, Germany). The cRNAs were then hybridized at 65°C for 17 h with a microarray that contained 31121 probe sets. After hybridization, the slides were washed with GE wash buffer, according to the manufacturer’s instructions, and scanned using an Agilent microarray scanner (Cat#G2565CA, Agilent Technologies, Santa Clara, CA, USA). The data generated by the scanner were normalized using the Quantile algorithm, Gene Spring software 11.0 (Agilent Technologies, Santa Clara, CA, USA). The gene expression data were analyzed using a *t*-test (*P* < 0.01). Only genes with significantly different expression levels were screened for further analysis. The gene data analysis and functional annotation were performed using SBC Analysis System (http://www.sas.ebioservice.com). The results of microarray analysis were deposited in the NCBI database (Gene Expression Omnibus) and the accession number is GSE50481.

### Quantitative real-time RT-PCR

Real-time quantitative RT-PCR (qRT-PCR) was used to verify the microarray results. Gene-specific primers (Table S1) were designed using Primer Premier 5 software. The actin gene of *B. xylophilus* was selected as the internal control. The first-strand cDNA was synthesized using a Prime Script 1st strand cDNA synthesis Kit (TaKaRa, Japan). The cDNA samples were diluted to 20 ng/µl. Real-time PCR was conducted using a 20 µl reaction volume, which contained 2 µl of template, 10 µl SYBR Premix Ex Tap, 0.4 µl ROX Reference Dye II, 0.4 µl forward primer, 0.4 µl reverse primer, and 6.8 µl ddH_2_O. PCR amplification was carried out using the following conditions: denaturation at 95°C for 30 s, followed by 40 cycles of amplification where each cycle comprised denaturation at 95°C for 5 s, and annealing and extension at 60°C for 34 s. The quantitative variations in the selected genes in the two growth conditions were evaluated using the relative quantification method (ΔΔ CT) [28].

## Results

### Screening of the specifically expressed genes of *B*. *Xylophilus* when cultured on *B. cinerea* and inoculated into *P. thunbergii*

*B. xylophilus* was separated from *B. cinerea* and *P. thunbergii* seedlings using Baermann funnels. To reduce the likelihood of biological errors, nematodes were collected from five inoculated *P. thunbergii* seedlings that exhibited similar symptoms and combined as one sample. There were three replicates for each treatment. Differences in the transcripts of *B. xylophilus* in the two different growth conditions were detected by genome-wide expression profiling using the Agilent *B. xylophilus* GeneChip microarray containing 31121 probe sets. 

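Nematodes were compared 7 days after transfer to *B. cinerea*, a fungus grown on agar on which *B. xylophilus* feeds, and 7 days after inoculation into wounds of *P. thunbergii* seedlings, the Japanese black pine. In a Baermann funnel, nematodes leave plant or fungal material for water and sink to a tube, from which they are collected. Each condition was represented by 3 samples, and each sample was hybridized to its own array with a single dye, so that 6 arrays were analyzed. The number of arrays limits the precision of each value. The arrays carried 42848 spots outside the controls, of which 29818 probes had 1 spot each and 1303 probes had 10 spots each. The files do not pair the probes with genes, so the counts are of probes. The authors' scanner files give a background-subtracted intensity for every spot, which had not been normalized between arrays. For the values reported here, intensities below 1 were set to 1, and the 2781 spots that the scanner software had marked as non-uniform or as outliers on the 6 arrays were left out. The log2 values were then normalized between the arrays by quantiles, and the spots of a probe were averaged. No spot was saturated on any array, and 7 probes lacked a value on at least 1 array. The median signal before normalization was between 15.3 and 19.9 on the 6 arrays, over a median local background of 30.5 to 32 that had already been subtracted. Repeated spots of a probe had a median coefficient of variation between 5.51% and 6.1% within an array. This covers only spots that the scanner software marked as well above background, so it does not describe dim probes. The 2 conditions were compared by limma's moderated test, as *P. thunbergii* minus *B. cinerea*, with Benjamini-Hochberg adjustment over all probes. A probe was counted as differentially expressed at an adjusted p below 0.05 with a change of more than 2-fold. The 3 *B. cinerea* arrays and *P. thunbergii* array 1 were on 1 slide, whereas *P. thunbergii* arrays 2 and 3 were on another slide, so that the slide is partly confounded with the condition.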

Over 31000 probe signals were detected from the microarrays and 1310 (4.2%) *B. xylophilus* genes were differentially expressed (Figure 1). Of these 1310 genes, 633 genes were upregulated, whereas 677 genes were downregulated. 

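All 31121 probes outside the controls had a signal value, but 8729 of them were not well above background on any of the 6 arrays. The scanner software sets this mark from the signal and its local background, and a probe was counted when most of its spots carried it. There were 22392 probes well above background on at least 1 array and 17491 on all 6 arrays. On average, 64.7% ± 0.86 (SD, n = 3) of the probes were well above background on the *P. thunbergii* arrays and 62.0% ± 1.06 (SD, n = 3) on the *B. cinerea* arrays. Every *P. thunbergii* array had more of these probes than every *B. cinerea* array (2-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). In total, 374 probes were well above background on all 3 *P. thunbergii* arrays and on no *B. cinerea* array, and 90 probes showed the opposite pattern. The mark is set before normalization, and every *P. thunbergii* array had a higher median signal than every *B. cinerea* array. The brightness of the array and the slide therefore stay open as sources of this difference. By limma's test, 2322 probes (7.46%) were differentially expressed, with a median standard error of 0.21 on the log2 scale. The values of the 2 conditions did not overlap for any of these probes, whereas they did not overlap for 36.3% of all probes, against 10% by chance. Of the differentially expressed probes, 131 were not well above background on any array. Without a minimum change, 3589 probes had an adjusted p below 0.05. When limma tested whether the change itself was more than 2-fold (treat), 79 probes passed. With the slide as a fixed block, a setting chosen after seeing the data in which the difference rests on *P. thunbergii* array 1 against the *B. cinerea* arrays, the count was 206. The count was 770 without *P. thunbergii* array 3, 1145 without *B. cinerea* array 2, and 1307 without *P. thunbergii* array 2.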

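Of the differentially expressed probes, 1216 (52.4%) had higher signals from *P. thunbergii* and 1106 had lower signals. The median change was 1.43 on the log2 scale for the upregulated probes and -1.37 for the downregulated probes. The upregulated probes had a median log2 signal of 4.71 on *B. cinerea* and 6.35 from *P. thunbergii*. The downregulated probes had a median of 7.26 on *B. cinerea* and 5.60 from *P. thunbergii*. Averaged over both conditions, the median was 5.51 for the upregulated and 6.46 for the downregulated probes. On all 6 arrays, 823 upregulated probes and 856 downregulated probes were well above background. There was no *B. cinerea* array with a signal well above background for 307 upregulated probes, so the size of their change depends on the lower limit of detection. The same applied to 176 downregulated probes on the *P. thunbergii* arrays. For probes well above background on all arrays, the median SD between arrays was 0.25 on *B. cinerea* and 0.18 from *P. thunbergii* on the log2 scale (n = 3 each). Scaling the arrays by their 75th percentile instead of by quantiles gave 1568 upregulated and 1027 downregulated probes. The balance of directions thus depended on the normalization. With quantile normalization and 1 array left out, the counts changed by over 1.5 times in 3 cases. There were 402 upregulated and 368 downregulated probes without *P. thunbergii* array 3, 582 and 563 without *B. cinerea* array 2, and 648 and 659 without *P. thunbergii* array 2. With the slide as a fixed block, 145 probes were upregulated and 61 were downregulated.

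**Figure D1:**
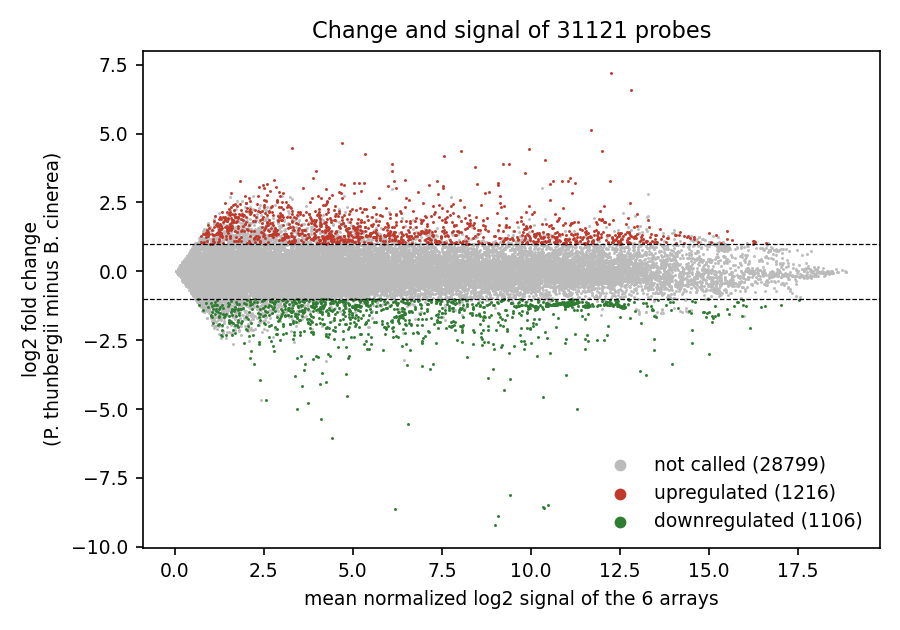
Change of each probe (log2 fold change, *P. thunbergii* minus *B. cinerea*, vertical axis) against its mean log2 signal over the 6 arrays (horizontal axis), with upregulated and downregulated probes in color and all other probes in gray. The 1216 upregulated and 1106 downregulated probes lie beyond a change of 2-fold, and their median log2 signals over both conditions are 5.51 and 6.46.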

Of the 633 upregulated genes, 569 genes were upregulated by 2- to 5-fold and 64 genes were upregulated >5-fold. 

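Of the upregulated probes, 1086 changed by more than 2-fold and up to 5-fold, and 130 changed by more than 5-fold. Among the probes in the upper class, 66 were well above background on all 6 arrays and 42 were not well above background on any *B. cinerea* array. In the upper class, the median SD between arrays was 0.60 on *B. cinerea* and 0.20 from *P. thunbergii* on the log2 scale (n = 3 each). The corresponding values in the lower class were 0.27 and 0.19. Changes of more than 10-fold were found for 20 upregulated and 38 downregulated probes. Of the downregulated probes, 983 changed by up to 5-fold and 123 by more. When the arrays were scaled by their 75th percentile instead of by quantiles, the upper class of upregulated probes held 207 probes. Without *P. thunbergii* array 3, the lower class held 335 probes and the upper class held 67 probes. The lower class held 494 probes without *B. cinerea* array 2 and 561 without *P. thunbergii* array 2. With the slide as a fixed block, the lower class held 83 probes and the upper class held 62 probes.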

Among the specifically expressed genes, we focused on those related to cell wall degradation, detoxification, and reproduction to identify pathogenesis-related genes.

**Figure 1:**
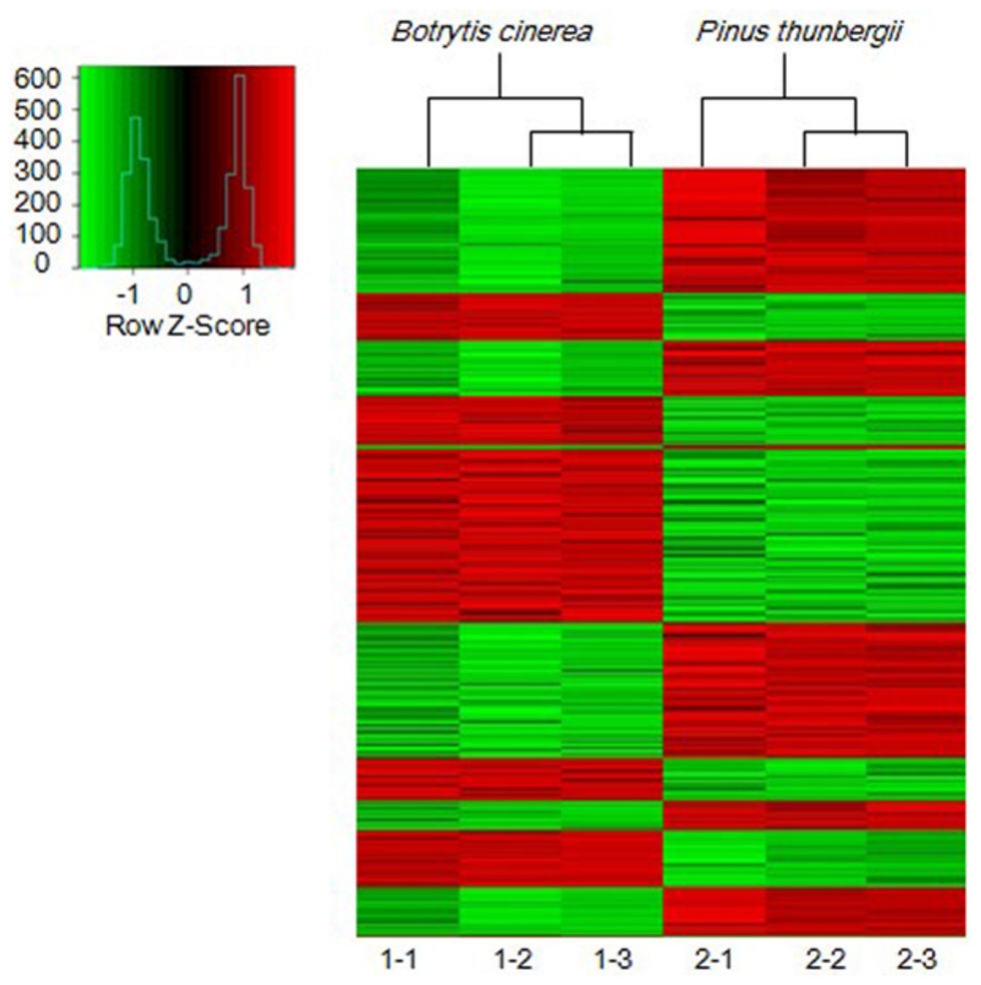
*Bursaphelenchus xylophilus* genes with significantly different expression levels after growth on *Botrytis cinerea* (1-1, 1-2, 1-3) and when used to inoculate *Pinus thunbergii* seedlings (2-1, 2-2, 2-3). The expression data for the 1310 genes that changed significantly were clustered using the SBC Analysis System (http://www.sas.ebioservice.com). The heat map shows the genes that were upregulated (red), downregulated (green), and no change (black).

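Hierarchical clustering of the 6 arrays was repeated with the normalized values of all probes and with the differentially expressed probes alone. In both cases, the first division separated the 3 *P. thunbergii* arrays from the 3 *B. cinerea* arrays. The differentially expressed probes were chosen for their difference between the conditions, so their clustering is not an independent test. Over all probes, the Pearson correlation between arrays of the same condition was 0.0102 higher on average than that between arrays of different conditions. No other division of the arrays into 3 and 3 gave a larger difference (exact permutation test over 10 divisions, p = 0.1, the smallest p that this design allows), and the next largest was 8e-04. For the differentially expressed probes alone, the difference was 0.104. *B. cinerea* arrays 1 and 2 had a correlation of 0.992, but their correlations with *B. cinerea* array 3 were both 0.983. The latter is close to the highest correlation between conditions, which was also 0.983, between *B. cinerea* array 1 and *P. thunbergii* array 1, which shared a slide. The correlations are across probes, which are not independent replicates.

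**Figure D2:**
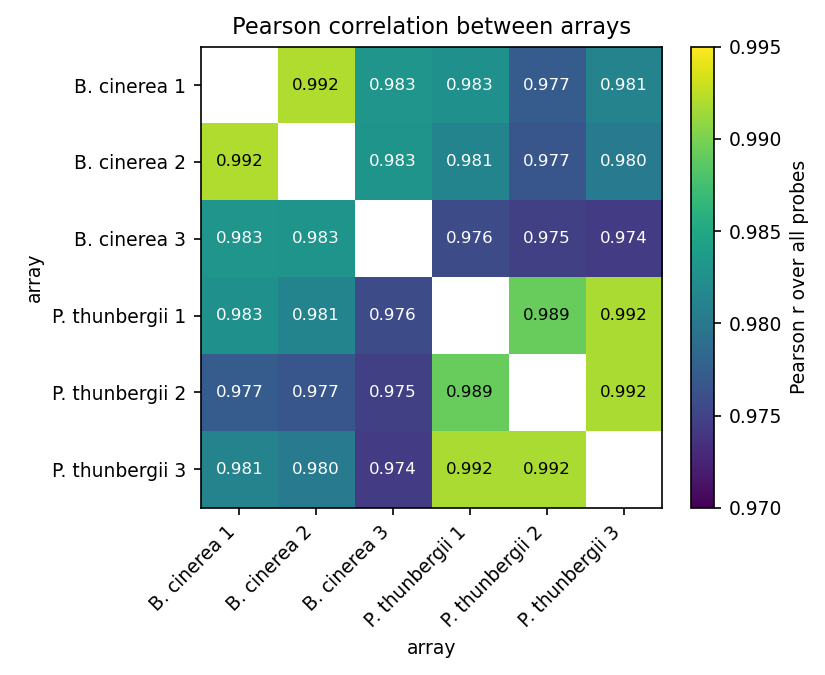
Pearson correlation over all probes between each pair of the 6 arrays, in order of condition and replicate, where the color gives the correlation. The 3 arrays of a condition correlate more closely with each other on average, and *B. cinerea* array 3 stands apart from *B. cinerea* arrays 1 and 2.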

### Functional annotation

Functional annotation was performed to assign the genes of *B. xylophilus* with Gene Ontology (GO) terms. The main GO categories included Cellular Component, Molecular Function, and Biological Process. Based on the annotations (Figure 2) for Biological Process, 13.4% and 12.9% of the assignments belonged to the categories “Metabolic Process” (GO: 0008152) and “Cellular Process” (GO: 0009987), respectively, followed by “Developmental Process” (GO: 0032502, 10.5%) and “Multicellular Organismal Process” (GO: 0032501, 10.5%). In addition, the “Binding” (GO: 0005488) and “Catalytic Activity” (GO: 0003824) categories were prominent among the Molecular Function terms with 41.5% and 37.7% of the assignments, respectively, followed by the categories “Transporter Activity” (GO: 0005215, 6.2%), “Transcription Regulator Activity” (GO: 0030528, 3.5%), and “Electron Carrier Activity” (GO: 0009055, 3.5%). Furthermore, the categories of “Cell Part” (GO: 0044464) and “Cell” (GO: 0005623) had the same proportion, followed by “Organelle” (GO: 0043226) and “Macromolecular Complex” (GO: 0032991), which accounted for 9.1% and 3.4% of assignments. Interestingly, a recent study reported a similar classification of the annotated amino acid sequences in *Pinus pinaster* and *Pinus pinea* after inoculation with *B. xylophilus* [28]. In general, the aforementioned GO classes accounted for the majority of the specifically expressed genes. 

**Figure 2:**
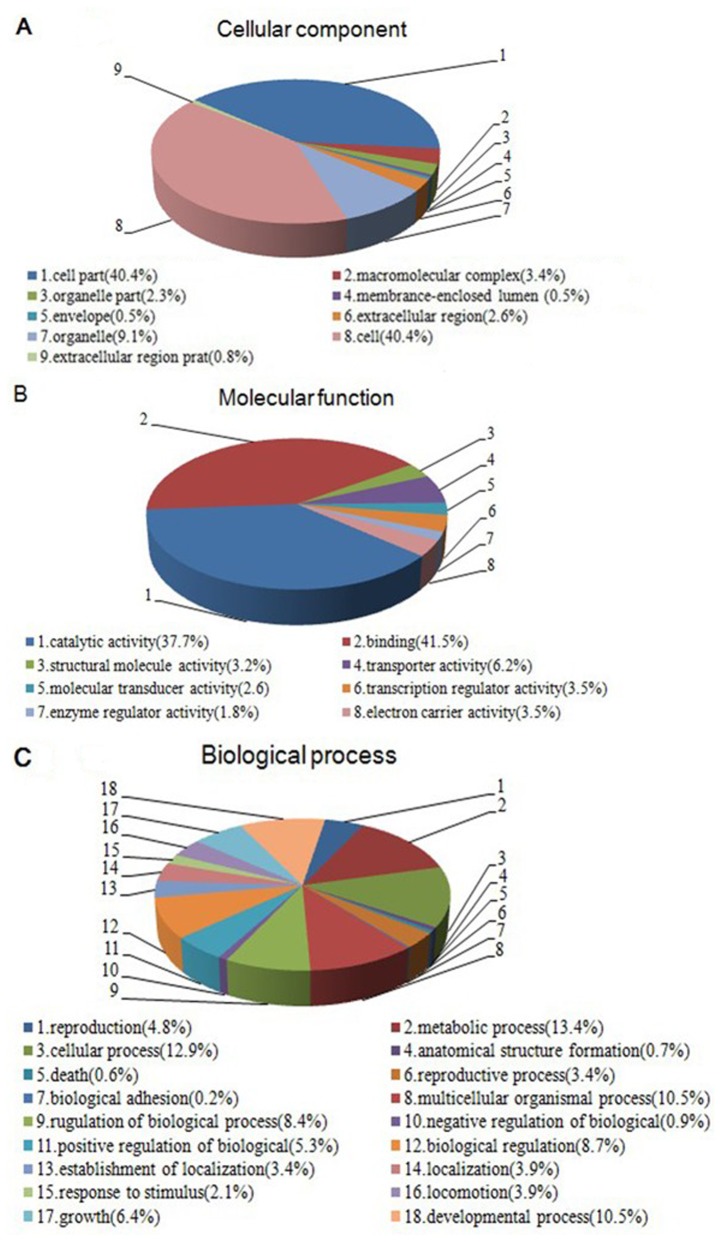
Classification of the annotated genes for *Bursaphelenchus xylophilus*. The genes that changed significantly were divided into three functional sub-categories based on the Cellular Component (A), Molecular Function (B), and Biological Process (C) categories, according to the Gene Ontology (GO) principles.

The gene expression levels of *B. xylophilus* changed dramatically when the nematode was used to inoculate *P. thunbergii* compared with those grown on *B. cinerea*. We found that 520 genes were upregulated at least 3-fold, including 176 annotated genes. 

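By limma's test, 482 probes were upregulated by at least 3-fold, and 352 of them by no more than 5-fold. A decrease of at least 3-fold was found for 396 probes. The number of upregulated probes of at least 3-fold was 223 without *P. thunbergii* array 3, 300 without *P. thunbergii* array 2, and 305 without *B. cinerea* array 2, and it was 114 with the slide as a fixed block. Whether a probe belongs to an annotated gene was not analyzed here, because the files do not pair probes with genes.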

The GO analysis showed that these highly expressed genes (changes of >3-fold) were related mainly to metal ion binding, transferase activity, protein binding, nucleic acid binding, nucleotide binding, oxidoreductase activity, and hydrolase activity (Figure 3). The upregulated metal ion binding-related genes may contribute significantly to the enhancement of various enzyme activities and increase the adaptability of *B. xylophilus*. Interestingly, transferases related to metal ions were also upregulated. The protein binding factors associated with regulation probably activated the over-expression of the pathogenicity-related genes of *B. xylophilus* during the PWD process. The high expression levels of nucleic and nucleotide binding-related genes indicated that *B. xylophilus* can reproduce in *P. thunbergii*, which is the causal premise of PWD. In addition, a number of oxidoreductase and hydrolase genes, such as glucose oxidase, pectate lyase, and glutathione *S*-transferase genes, were detected by the microarrays. According to the functional annotation, we found that some of the cell wall degradation-related genes were upregulated significantly. These genes are considered to be key factors that allow *B. xylophilus* to invade its host. 

**Figure 3:**
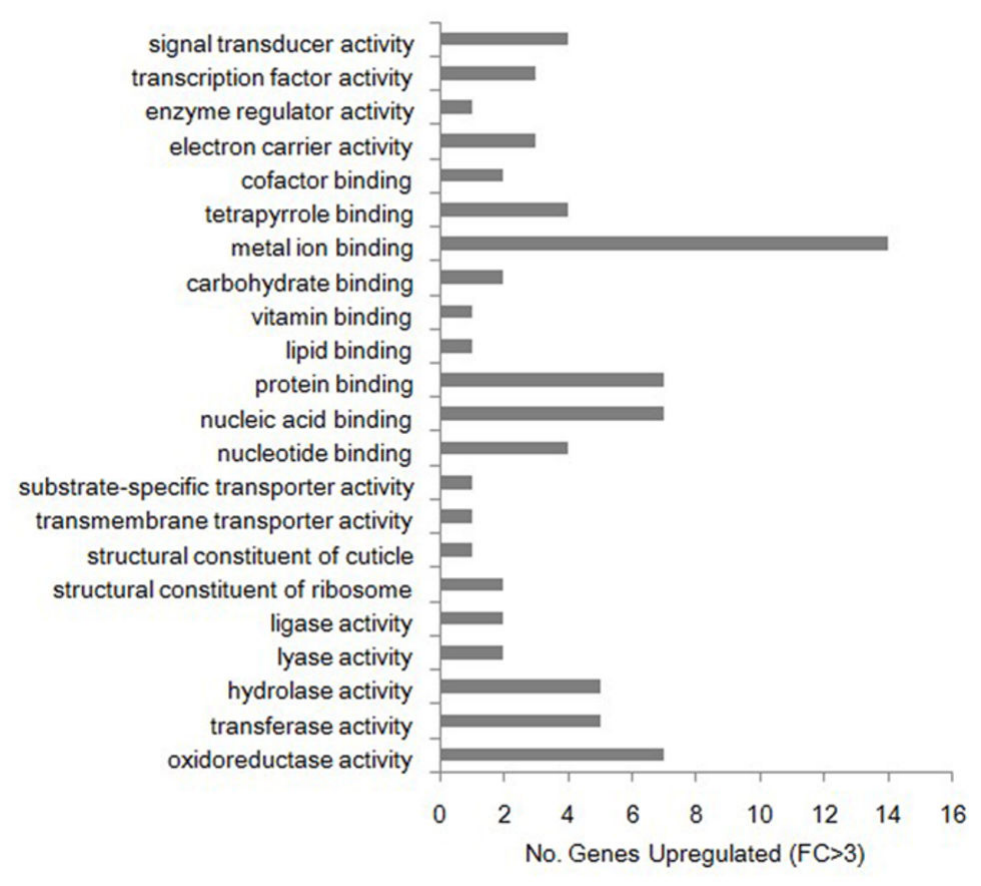
Numbers and Gene Ontology (GO) classifications of genes that changed significantly. The genes that changed significantly were designated as those where the expression level changed by more than 3-fold when *Bursaphelenchus xylophilus* was used to inoculate *Pinus thunbergii* compared with those grown on *Botrytis cinerea*.

### qRT-PCR analysis

To validate the microarray results, 20 genes were selected at random from the highly expressed sequences and analyzed by qRT-PCR. We designed specific-primers for nine downregulated genes (Probe name: nl-p01087, nl-p02937, nl-p03084, nl-p04066, nl-p04652, nl-p15102, nl-p17373, nl-p20437, nl-p24677) and 11 upregulated genes (Probe name: nl-p03314, nl-p04906, nl-p10686, nl-p10889, nl-p12558, nl-p13660, nl-p14243, nl-p14336, nl-p22988, nl-p27181, nl-p29107). 

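On the microarrays, all 20 of these probes had changed in the direction that the paper gives, and each of them was well above background on all 6 arrays. The values of the 2 conditions did not overlap for any of the 20 probes. By limma's test over all probes, 9 of the 9 downregulated probes and 10 of the 11 upregulated probes were differentially expressed. Adjusted over the list alone, the count was 20. The study selected the list from these arrays. The directions, the lack of overlap, and both counts are therefore not independent evidence. The log2 fold changes of the upregulated probes ranged from 2.36 to 4.03 with a median of 3.27. Those of the downregulated probes ranged from -3.36 to -2.51 with a median of -2.82. The smallest change in the list was larger than that of 99.2% of all probes. The largest rise was that of nl_p03314, with a log2 signal of 8.39 ± 1.15 (SD, n = 3) on *B. cinerea* and 12.42 ± 0.20 (SD, n = 3) from *P. thunbergii*. Its log2 fold change was 4.03 (standard error 0.59, adjusted p = 0.0158 by limma with Benjamini-Hochberg adjustment). With 1 array left out, this change lay between 3.65 (without *B. cinerea* array 1) and 4.67 (without *B. cinerea* array 3). The probe was no longer differentially expressed without *B. cinerea* array 2, nor without any 1 of the *P. thunbergii* arrays. The probe nl_p17373 had the largest fall, from 15.66 ± 0.39 (SD, n = 3) to 12.30 ± 0.02 (SD, n = 3), a log2 fold change of -3.36 (standard error 0.21, adjusted p = 0.00431 by limma).

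**Figure D3:**
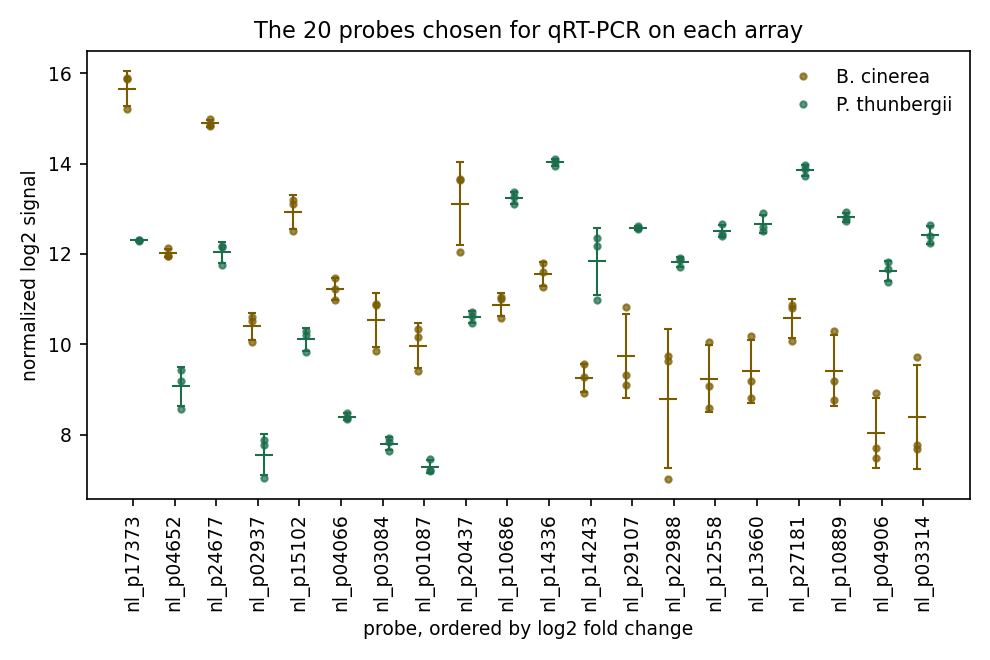
Normalized log2 signal of the 20 probes on each of the 3 *B. cinerea* arrays and 3 *P. thunbergii* arrays (points), with the mean and SD of each condition (bars). The arrays of the 2 conditions do not overlap for any probe, and nl_p22988 has the largest SD on *B. cinerea*.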

The expression patterns of the 20 candidate genes detected by qRT-PCR were similar to those detected by the microarray (Figure 4), which demonstrated the reliability of the microarray data.

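The threshold was missed on the microarrays by nl_p22988 alone, which had a log2 fold change of 3.02 (standard error 0.77, adjusted p = 0.0659 by limma). Its log2 signal was 9.75, 9.62, and 7.03 on the 3 *B. cinerea* arrays, an SD of 1.54, which was the largest in the list, and 11.82 ± 0.10 (SD, n = 3) from *P. thunbergii*. Without *B. cinerea* array 3, it passed the threshold with a log2 fold change of 2.12. Without *P. thunbergii* array 3, only 10 of the 20 probes passed it, and with the slide as a fixed block only 2 did. The qRT-PCR measurements themselves were not analyzed here. From the similar expression patterns with both methods, the paper concludes that the microarray data are reliable.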

**Figure 4:**
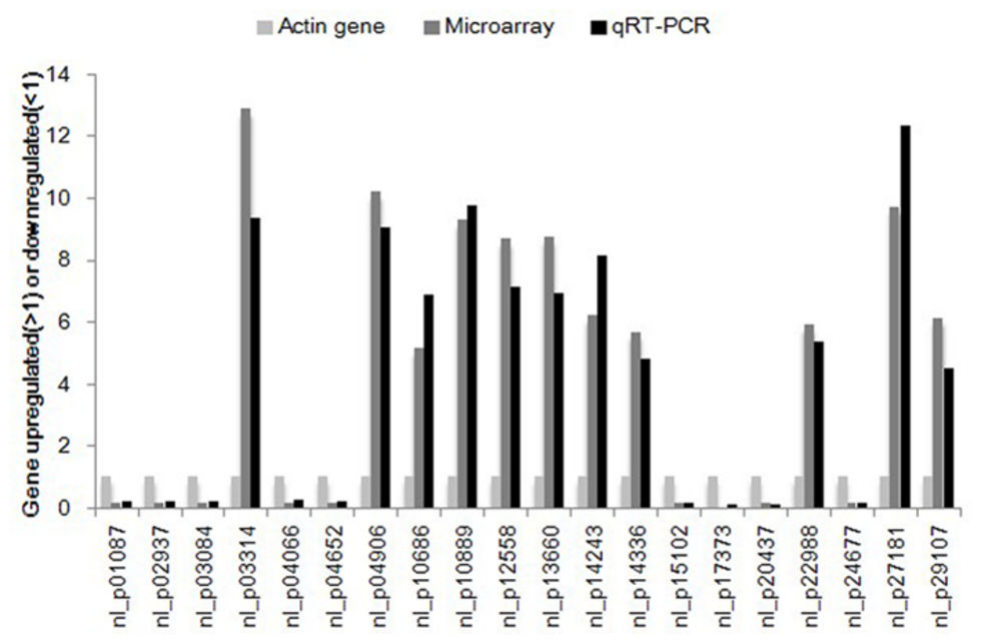
Validation of the DNA microarray results by qRT-PCR. Twenty genes were chosen at random from the highly expressed sequences and their expression levels were assessed by qRT-PCR. The numbers on the horizontal axis represent the probe name in the microarray, while those on the vertical axis are the genes that were upregulated or downregulated.

## Discussion

Valuable information was found by identifying specifically expressed genes based on the differential gene expression of PWNs used to inoculate *P. thunbergii* compared with those grown on *B. cinerea* [26]. The plant cell wall is the primary barrier that a pathogen must penetrate [29]. The cell wall is comprised mainly of pectin, cellulose, and hemicellulose [30]. Cellulose is a polymer of (1–4)-linked β-D-glucose that is interlocked by hemicellulose to form a strong elastic network [31,32]. The network is embedded in pectin, which is the most complex component of the cell wall polysaccharides. The plant cell wall plays a critical role in resisting invasion by *B. xylophilus*. To invade the host successfully, *B. xylophilus* must produce a range of cell wall degradation enzymes that break down this barrier. Therefore, the high level expression of cell wall degradation-related genes is essential to allow *B. xylophilus* to infect its plant host.

 Cell wall-degrading enzymes have been proposed to determine the pathogenicity of PWN. Plant parasitic nematodes have a wide range of cell wall-degrading enzymes, such as cellulase, polygalacturonase [33], pectate lyases [34], and xylanases [35], which contribute to the nematode’s ability to feed on plant tissues. Cellulase is one of the key enzymes associated with the pathogenicity of PWN [36]. Only the GHF5 and GHF45 families of cellulases have been found in nematodes and it has been proposed that they were acquired via horizontal gene transfer (HGT) events [37]. Mayer [38] studied the evolution of the cellulase genes of ten nematode species based on a phylogenetic framework and demonstrated that nematode species with a cellulase gene acquired via HGT exhibited cellulase activities. It has been suggested that the cellulase gene was functionally integrated into the nematode’s genome. In the present study, a number of cellulose degradation-related genes were detected by our microarray analysis, such as beta-1,3-endoglucanase, beta-1,4-endoglucanase, and cellulase (Table 1). The expression of beta-1,4-endoglucanase genes did not change greatly (0.9-fold). However, the expression levels of cellulase genes were downregulated significantly. During the early stage of infection, it is possible that cell wall components other than cellulose are degraded primarily by *B. xylophilus*. 

**Table 1:** Putative cell wall degradation-related genes of *Bursaphelenchus xylophilus*.

**Genes**	**Function**	**Fold change**
cht-1	Chitinase activity	0.1354
BxPel2	Pectate lyase activity	6.6523
Bx-13g-1	Beta-1,3-endoglucanase activity	0.1269
Bx-eng-1	Beta-1,4-endoglucanase activity	0.8897
Bx-eng-2	Beta-1,4-endoglucanase activity	0.8897
Bx-eng-3	Beta-1,4-endoglucanase activity	0.8897
BX-C10	Cellulase activity	0.2666
BX-C12	Cellulase activity	0.2666
BX-C13	Cellulase	0.2666

 Pectin-degrading enzymes, such as polygalacturonases and pectate lyases (PLs), are the primary cell-degrading enzymes secreted by pathogens, which can expose more polymers that need to be degraded by other cell-degrading enzymes [39,40]. PLs are thought to be important pathogenic factors for phytopathogens [41]. A pectate lyase 2（pel-2）gene was detected in *B. xylophilus* based on the microarray assays (Table 1) and its expression was upregulated >6-fold. The high expression of PLs may enhance the infection capacity of *B. xylophilus* and facilitate its migration through plant tissues. Kang et al. (2012) showed that the migration activity of *B. xylophilus* plays an important role in efficient parasitism [42]. The pel-2 gene has also been detected in potato cyst nematodes (PCNs) and experiments demonstrated that the silencing of pel-2 in PCN juveniles reduced the infection efficiency greatly [43]. 

 As one of the primary natural biopolymers, chitin is a major component of fungal cell walls. *B. xylophilus* can secrete chitinase to digest fungal cell walls throughout its growth cycle [44]. The expression of a chitinase gene (cht-1) was downregulated dramatically when *B. xylophilus* was used to inoculate *P. thunbergii* compared with culture on *B. cinerea*, probably because of the change in the available sources that *B. xylophilus* could fed upon. The formation and degradation of chitin are essential for nematode oviposition and molting cycle development. Nematode metamorphosis is regulated by the release of ecdysone, which is related to the regulation of chitin synthesis. A previous report showed that ecdysone plays a role in regulating the expression levels of the CHS-1 and CHS-2 genes during *Drosophila* metamorphosis [45]. However, abnormal chitin synthesis could lead to disorders during nematode development. Several proteins, such as yeast CHS4p and CHS5p, are related to the regulation of chitin synthesis in yeast [46]. Interestingly, the expression of chitinase is restricted to the period of molt and pupation, and different growth conditions [47]. Our microarray results showed that the expression levels of ecdysteroid-related genes were upregulated dramatically when *P. thunbergii* was inoculated with *B. xylophilus*. For example, the ptc-1 and rack-1 genes were upregulated by 4.2-fold and 3.6-fold, respectively. 

 The cytochrome p450 (CYP450) family includes enzymes that play important roles during the biotransformation of secondary metabolites [48]. Studies have shown that *C. elegans* CYP450s catalyze a series of exogenous and endogenous substrates, which cope with variation in the growth conditions [49]. This phenomenon may also occur in *B. xylophilus*. Pine trees generate numerous secondary metabolites, such as terpenoids and cyclic aromatics, to combat the invasion by *B. xylophilus* [26]. *B. xylophilus* must also mobilize defensive reactions to avoid damage by these complex compounds [50,51]. The presence of chemical compounds and plant secondary metabolites in the environment can induce the expression of CYP450 genes [52,53]. Based on complete genome sequencing data, 80 and 76 CYP450 genes were detected in *C. elegans* and *B. xylophilus*, respectively [54]. As shown in Table 2, the expression levels of seven CYP450 genes changed strikingly according to the microarray analysis. Of these, four genes were upregulated by at least 3-fold, whereas three genes were downregulated. It is surprising that the CYP450 genes of *B. xylophilus* not only generate enzymes to utilize secondary metabolites, but they also produce toxic metabolites that damage *P. thunbergii* [32]. Thus, the over-expression of CYP450 genes may enhance the pathogenicity of *B. xylophilus* and play a crucial role in the disease process [55]. However, the pathogenic role of the CYP450 genes in *B. xylophilus* remains unknown [56]. The gene function annotations showed that the W01A11.1 gene of *B. xylophilus*, which was upregulated by 6.3-fold, was a response to toxins, thereby suggesting that *P. thunbergii* generates a range of secondary metabolites as toxins that resist invasion by *B. xylophilus*. Furthermore, the accumulation of secondary metabolites produced by *P. thunbergii* may induce the over-expression of *B. xylophilus* CYP450 genes [57,58].

**Table 2:** Putative detoxification-related genes of *Bursaphelenchus xylophilus*.

**Genes**	**Function**	**Fold change**
ugt-49	UDP-Glucuronosyl Transferase	3.1834
ugt-47	UDP-Glucuronosyl Transferase	3.5447
ugt-59	UDP-Glucuronosyl Transferase	3.3254
ugt-54	UDP-Glucuronosyl Transferase	7.509
cyp-31A3	Monooxygenase activity	0.3014
cyp-25A5	Monooxygenase activity	0.1778
cyp-13A11	Monooxygenase activity	3.0041
cyp-33C1	Monooxygenase activity	0.3102
cyp-33C4	Monooxygenase activity	4.4049
cyp-33C9	Monooxygenase activity	6.2141
cyp-33D3	Monooxygenase activity	3.2066
abtm-1	ABC Transporter	3.8127
gst-33	Glutathione S-Transferase	3.3241
W01A11.1	response to toxin	6.3557
Y52B11A.8	lipid catabolic process	5.1726

 At present, the detoxification process of *B. xylophilus* is divided into three phases [54]. First, CYPs are the primary proteins in the first phase, which provide the enzyme substrates for the next stage. Second, the glutathione S-transferases (GSTs) and UDP-glucuronosyl transferases (UGTs) are essential in the second phase. A series of detoxification reactions occurs during this stage, which produce a high level of efflux. As shown in Table 2, one GST and four UGTs were found to be upregulated by at least 3-fold. In the last phase, ATP-binding cassette (ABC) transporters are the main group responsible for the efflux of detoxified molecules. One ABC transporter was found to be highly upregulated according to the microarray analysis.

 In particular, the expression levels of genes related to detoxification were upregulated significantly, which suggests that *B. xylophilus* enhanced its gene expression in response to the secondary metabolites produced by pine trees. One gene, Y52B11A.8, which is related to the lipid catabolism process, was detected by the microarray. The expression of Y52B11A.8 was upregulated by more than 5-fold. This indicated that lipids, which are likely to have nematocidal activity, were produced by pine trees after invasion by *B. xylophilus*.

 The reproductive ability of *B. xylophilus* in pine trees is a crucial causal factor in PWD [56]. Many reports have suggested that the virulence level of *B. xylophilus* is associated with its reproductive ability in *in vitro* or in vivo conditions [59,60]. When two PWN isolates (virulent and avirulent) were inoculated into pine trees, the PWN population of the virulent isolate was greater than that of the avirulent isolate. The rate of population increase by the virulent isolate was also greater than that of the avirulent isolate in PWD-killed seedlings [60–62]. The translocation of the virulent isolate into the xylem resin canals and phloem tissues was faster than that of the avirulent isolate after they were inoculated into separate pine trees [63]. Aikawa et al. [64] reported that the number of third- and fourth-stage dispersal juveniles (JIIIs and JIVs) of a virulent isolate from adult beetles was much higher than that of the avirulent isolates. This indicated that the fertility of the virulent isolate was higher than that of the avirulent isolate. Previous studies have shown that the virulence of nematodes is closely correlated with their reproductive ability [65]. The reproductive ability of *B. xylophilus* in host trees may be an important marker of its virulence, which could be used to evaluate the virulence level of *B. xylophilus*. A series of reproduction-related genes were detected by the microarray analysis (Table 3). The functions of reproduction-related genes were involved with egg hatching, germ cell development and meiosis, and the positive regulation of the growth rate, etc. The results indicated that the expression levels of the reproduction-related genes of *B. xylophilus*, such as rpl-24.2, R11A8.2, set-16, and F25H5.6, were upregulated dramatically by growth in *P. thunbergii* compared with those when grown on *B. cinerea*. 

**Table 3:** Putative reproduction-related genes of *Bursaphelenchus xylophilus*.

**Genes**	**Function**	**Fold change**
vps-34	nematode larval development	4.0836
ngp-1	genitalia development	3.5102
F25H5.6	morphogenesis of an epithelium	4.3557
rpl-24.2	body morphogenesis	8.386
vps-32.1	embryonic development ending in birth or egg hatching	3.3897
ptc-1	oviposition and molting cycle	4.2054
rsr-2	nematode larval development	4.0309
rpl-16	structural constituent of ribosome	3.3006
set-16	nematode larval development	5.4682
hoe-1	germ cell development and meiosis	3.1255
rack-1	oviposition and genitalia development	3.6128
R11A8.2	positive regulation of growth rate	6.194
his-66	nucleosome assembly	3.6435
mua-1	nematode larval development	4.0318

 In the early stages of PWD, ligno-suberization and wound periderm were observed around the cortex resin canal. In the advanced stage, the number of nematodes increased dramatically and the cambium of pine trees was destroyed [25,66]. The results of previous studies have shown that *B. xylophilus* feeds mainly on the xylem ray parenchyma cells of pine trees [67]. The rapid reproduction rate of *B. xylophilus* in *P. thunbergii* probably leads to more serious destruction of the cortex resin canal. However, more of the cortex parenchyma was fed on by *B. xylophilus*, which induces rapid increases in the cavitation area. The accumulation of the toxic substances produced by *B. xylophilus* also aggravated the wilting of needles. Thus, a high frequency of nematode reproduction is probably an important pathogenicity factor related to PWD. 

 PWD is a complex disease and its mechanism remains unclear. The specific genes related to cellulose degradation, hydrolase, and detoxification by *B. xylophilus* may play key roles in this disease. Thus, the mechanism of PWD may be involved with variation in the transcript levels of *B. xylophilus* genes. Our microarray analysis demonstrated that the expression levels of *B. xylophilus* genes changed significantly after it was used to inoculate *P. thunbergii* seedlings. 

 The present study investigated the differential gene expression of *B. xylophilus* cultured on *B. cinerea* and when used to inoculate *P. thunbergii*. The results showed that the gene expression of *B. xylophilus* changed significantly and a number of genes were upregulated dramatically. We found that some of the upregulated genes were related to cell wall degradation and reproduction, which suggests that *B. xylophilus* not only succeeded in invading *P. thunbergii*, but it also reproduced within *P. thunbergii*. In addition, we detected several toxin-related genes, which indicate that *B. xylophilus* may produce toxins and utilize the secondary metabolites of its host, and this process is possibly involved with the wilting of pine trees. These data facilitate a better understanding of the molecular mechanism of PWD and they may help to develop effective control strategies to combat *B. xylophilus*. However, further investigations are required to understand the functions of these specifically expressed genes.

## Supporting Information

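Table S1 gives a sense and an antisense primer for each target of the quantitative real-time PCR, in which the amplified product is measured during each cycle by a dye that binds double-stranded DNA. Most targets are named by their microarray probe, so each measurement can be set beside the signal of the same probe. The actin primers amplify the internal control, to which the amount of every other target is related before the 2 growth conditions are compared. Among the 190 pairs of targets named by a probe, 3 pairs have at least 14 bases of primer in common, which involves 4 targets. In one of these pairs, nl_p03314 and nl_p12558, the sense primers are identical, and in another, nl_p04906 and nl_p13660, the antisense primers are identical.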

Table S1 **Primers used in the quantitative real-time PCR (qRT-PCR) analysis.**
(DOCX) Click here for additional data file.

# Supplementary material for: Specifically Expressed Genes of the Nematode Bursaphelenchus Xylophilus Involved with Early Interactions with Pine Trees
**Source:** PLoS One. 2013 Oct 14;8(10):e78063. doi: 10.1371/journal.pone.0078063
**Supplement:** Table S1 — Primers used in the quantitative real-time PCR (qRT-PCR) analysis.

**Supporting Information**

**Table S1.** Primers used in the quantitative real-time PCR (qRT-PCR) analysis

|  |  | |  |
| --- | --- | --- | --- |
| **Probe name** | | **Sense** | **Anti-sense** |
| Actin | 5’-GCAACACGGAGTTCGTTGTA-3’ | | 5’-GTATCGTCACCAACTGGGAT-3’ |
| nl_p01087 | 5’-AGTTCAATTCTACTACGGTTG-3’ | | 5’-CTTTGTAAGGTTTCGAGTTCT-3’ |
| nl_p02937 | 5’-AAACGAAACTCCCAGTCCAG-3’ | | 5’-CCTGATTGTTACCTCCTCCC-3’ |
| nl_p03084 | 5’-CCCAGCAAACAGTCAGAACA-3’ | | 5’-AATTTACAACCGCGAAATCA-3’ |
| nl_p03314 | 5’-TCCGTCATCACTAATTCACC-3’ | | 5’-ATGGCAAGTTTCAGCATTTT-3’ |
| nl_p04066 | 5’-AGATGTAGATACCAATGGGA-3’ | | 5’-GAGAAGAATTTGAGGAGGAA-3’ |
| nl_p04652 | 5’-CAATGGACCTGATGGAGAAC-3’ | | 5’-ATGAAGGCGATAAGAAATGG-3’ |
| nl_p04906 | 5’-CTGAAACTTGCCGTGCTAAA-3’ | | 5’-GACGGAGTGAATTGACAAGA-3’ |
| nl_p10686 | 5’-TCGATCAAGCCCACGACTGT-3’ | | 5’-CGGTTCATCAGCGGGACATA-3’ |
| nl_p10889 | 5’-ATGATGTATGCTTAGGGAGGG-3’ | | 5’-CACAATGGCGATAGAAATGG-3’ |
| nl_p12558 | 5’-TCCGTCATCACTAATTCACC-3’ | | 5’-AATCAAACTACGCCGACACT-3’ |
| nl_p13660 | 5’-GCTGAAACTTGCCACGCTAA-3’ | | 5’-GACGGAGTGAATTGACAAGA-3’ |
| nl_p14243 | 5’-ATGTGGGTGGCACCAAGTCT-3’ | | 5’-GCGGCATCTACAACGACCAT-3’ |
| nl_p14336 | 5’-CCAGTCGTGGACAACAAAGT-3’ | | 5’-AGTCCGACGCAAGCGAGGGT-3’ |
| nl_p15102 | 5’-GCGAAGAAGAATGGGTTTGA-3’ | | 5’-CCTTGATGAGTTGCGTGAAT-3’ |
| nl_p17373 | 5’-ATGGGTTCTGTCAGCTTCTTT-3’ | | 5’-AATGTCGGTGTTGTCTTGGA-3’ |
| nl_p20437 | 5’-AAAGTGGTCGGCTTTGCTAT-3’ | | 5’-TTTGGGAAGTCGGATTCATT-3’ |
| nl_p22988 | 5’-CTTATCACCCAGGCCCATCA-3’ | | 5’-CTTCAGCAGCCAATTCAGCA-3’ |
| nl_p24677 | 5’-GATTTGGGAGGACGACTTCA-3’ | | 5’-GCTGTCCGTATAGCATTGGAG-3’ |
| nl_p27181 | 5’-CCAAACTGGACGGCACAACT-3’ | | 5’-GCCCACGGACTCGAAGAAAG-3’ |
| nl_p29107 | 5’-TATCGCATTGATGAAGAGGGT-3’ | | 5’-AGCCGTTGGTGATGAGACAT-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

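RNA of *B. xylophilus* was measured on 6 single-dye Agilent arrays, 3 with nematodes grown on *B. cinerea* and 3 with nematodes taken from inoculated *P. thunbergii* seedlings, all after 7 days. The conditions were taken from the sample labels. The B. cinerea arrays 1 to 3 and P. thunbergii array 1 were on 1 slide and P. thunbergii arrays 2 and 3 on another, and each slide was scanned at its own time, so that the slide and the scan are the same division of the arrays.

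Scanner files and a processed table were used. The authors deposited a scanner file for each array, in which the Feature Extraction software gives the background-subtracted intensity of every spot on a linear scale, with marks for saturated, non-uniform, and outlying spots and for spots well above background. These intensities had been corrected for spatial trends within the array, but not normalized between arrays. The authors also deposited a table of processed values on the log2 scale, which they had normalized with the Quantile algorithm of GeneSpring. Its 31181 entries per array include control probes, and the spots of a probe had been combined. All 6 columns of the table had the same median, 4.2317, and a slope between 0.988 and 0.989 on the log2 intensities of the arrays, and the values were not centered on a probe's mean. The scanner files were used for all values unless another source is named, because in 5 of the 6 columns of the table the closest array had another replicate number within the same condition.

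Control spots were left out, as were 2781 spots over the 6 arrays that the software had marked as non-uniform or as outliers. Intensities below 1 were set to 1, the log2 values were quantile-normalized between the 6 arrays, and the spots of a probe were averaged, which gave values for 31121 probes. All 31121 probes were tested, with no filter on dim probes. The conditions were compared with limma 3.58.1 in R 4.3.3, by a linear model without covariates and the moderated test, as P. thunbergii minus B. cinerea. Adjusted p values follow the Benjamini-Hochberg method over all probes tested. A probe was called at an adjusted p below 0.05 with a fold change above 2 in either direction, where the fold change is the difference of mean log2 values. Fold classes were divided at 3 and 5. The methods' t-test, at a p below 0.01, was an alternative rather than the first choice, because 3 arrays per condition give a poor estimate of each probe's spread. A probe was called well above background on an array when most of its spots carried that mark. The depth of an array is its signal over background, and between 18958 and 20445 probes were well above background on each array.

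The steps were tested on simulated data with 31114 probes, of which 200 had been changed. With this spread and number of arrays, limma recovered 123 of them (61.5%) with 5 false calls. The methods' t-test recovered 172 (86%) with 58 false calls, and 145 (72.5%) with 30 false calls when the variances were not assumed equal. The simulated changes had set sizes and lay only in probes brighter than the median. They were also far fewer than the 2322 probes called in the real data, and Benjamini-Hochberg adjustment is stricter when few probes change. The recovered shares therefore do not carry over to the real data. The count of calls is a count of probes that pass the threshold, and changed probes can be missed.

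The arrays were compared with each other by Pearson correlation over probes and by hierarchical clustering, and the separation of the conditions by an exact permutation test over all 10 divisions into 3 and 3. No division of 3 arrays against 3 can give a share below 0.1. The probes named in the text are the 20 probes that the paper lists for qRT-PCR and the probes with the largest rise and fall. The latter were taken from the 2062 called probes whose conditions did not overlap and that were well above background on all 3 arrays of the higher condition. The rule allowed 5 rises and 5 falls, but since the files do not pair probes with genes only 2 of each are named.

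The comparisons, the rule for named probes, and most alternatives were set before the data were examined. These alternatives covered the normalization, the authors' processed values, a filter on dim probes, the treatment of marked spots, the test, the fold minimum, the adjusted p threshold, the replicate number as a block, the slide and scan as random blocks, and leaving out each array in turn. They make 22 settings, and 8 settings were added after the data had been seen. The setting with unequal variances was added after several combinations of test, fold definition, and threshold had been compared with the paper's counts on the processed table, and its closeness to those counts is not evidence for it. The background correction by normexp with an offset of 50 had been planned on the mean signals, which the scanner files do not hold, so it was run on the median signals.

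The genes of Table 1, Table 2, and Table 3, the Gene Ontology classes, and functional families were not analyzed, because the files do not pair probes with genes or descriptions and no sequences of the probes were at hand. The qRT-PCR measurements were not analyzed either.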

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

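The tests on these probes with single arrays left out and within the shared slide were chosen before their results were seen, whereas the comparison of the slides within *P. thunbergii* and the fit with the slide as a fixed block were chosen after.

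The largest changes were found in probes that the paper does not discuss. Of the probes well above background, nl_p01871 and nl_p05581 had the largest rises and nl_p14698 and nl_p09340 had the largest falls. The log2 fold change of nl_p01871 was 7.19 (standard error 0.31, adjusted p = 0.00203 by limma), from 8.65 ± 0.54 (SD, n = 3) on *B. cinerea* to 15.84 ± 0.28 (SD, n = 3) from *P. thunbergii*. That of nl_p05581 was 6.57 (standard error 0.89, adjusted p = 0.0131 by limma), from 9.54 ± 1.78 (SD, n = 3) to 16.11 ± 0.14 (SD, n = 3). The log2 fold change of nl_p14698 was -9.22 (standard error 0.34, adjusted p = 0.00156 by limma), from 13.60 ± 0.65 (SD, n = 3) to 4.38 ± 0.10 (SD, n = 3). That of nl_p09340 was -8.89 (standard error 0.36, adjusted p = 0.00174 by limma), from 13.51 ± 0.66 (SD, n = 3) to 4.63 ± 0.23 (SD, n = 3). All 4 probes were well above background on all 6 arrays, and each has 1 spot per array. The *P. thunbergii* signals of nl_p14698 and nl_p09340, 4.38 and 4.63, were nevertheless low. With the normexp background correction, a setting chosen after seeing the data, their log2 fold changes were -7.17 and -7.01. The rises of nl_p01871 and nl_p05581 were 6.95 and 6.32 under this setting. The size of the falls thus depends on the background correction.

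A single array does not account for these changes. With any 1 of the arrays left out, the size of the log2 fold change was 5.55 or more for each of the 4 probes. For nl_p05581, the adjusted p by limma rose to 0.125 at the most over the settings that were run, with the slide as a fixed block, and this probe lost its call in 10 of 26 settings, among them without *P. thunbergii* array 2 and without *P. thunbergii* array 3. The other 3 probes lost their calls in 2 of 26 settings, both of them with the replicate number as a block.

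A difference between the slides does not account for these changes either. *P. thunbergii* array 1 shared its slide with the *B. cinerea* arrays, and on this slide the size of the log2 difference was 6.59 or more for each of the 4 probes. Between *P. thunbergii* array 1 and the mean of *P. thunbergii* arrays 2 and 3, on the other slide, the difference was 0.48 at the most. With the slide as a fixed block, nl_p01871, nl_p14698, and nl_p09340 kept their calls, whereas nl_p05581 did not. These comparisons rest on a single *P. thunbergii* array on the shared slide.

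The sources of these signals stay open. Nematodes from *B. cinerea* may carry RNA of the fungus, and those from *P. thunbergii* may carry RNA of the pine. Pine RNA cannot be the only source of the signals of nl_p01871 and nl_p05581, because both were well above background on all 3 *B. cinerea* arrays. Whether RNA of the pine or the fungus adds to the differences was not tested, because no probe sequences were at hand. A response of the nematode to its growth condition, which the design names, also stays open and was not tested beyond the comparison itself, whose smallest size on the shared slide was 6.59.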

How the results depend on the processing

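The settings chosen only after the data had been seen were the normexp correction on median signals, the methods' t-test with unequal variances, the 3 combinations of the authors' matrix values with a t-test, the ratios of arithmetic means, the slide as a fixed block, and the replicate block with the matrix's numbers.

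Chance cannot be excluded by regrouping, because 3 arrays against 3 allow only 10 divisions. For the counts of differentially expressed, upregulated, and downregulated probes, of upregulated probes over 2-fold to 5-fold, over 5-fold, and of at least 3-fold, and of qRT-PCR probes called in the paper's direction, 1 of 10 divisions, the real one, gave a count as large. By limma, the other divisions called 0 probes. At an unadjusted p below 0.05 they gave between 408 and 2279 probes, and the real division gave 8664.

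Of the counts and separations recomputed, 116 were counts within 1.5 times the reported count or separations that stayed above 0, and 87 were counts that moved further. Of 624 log2 fold changes recomputed for the 24 named probes, none changed direction, 125 lost their call, 6 gained it, and 493 kept their side of the threshold. Most settings could not change a direction, because they changed only the test or left out an array from conditions that did not overlap. Among the settings that changed the values themselves, the 2322 called probes kept their direction with 75th percentile scaling, with the authors' matrix values, and with marked spots kept, and 2320 of them did with normexp. The separation of the arrays by condition, 0.0102, lay between 0.0082 and 0.0118 with 1 array left out and was 0.0202 with only probes well above background. The counts stayed within 1.5 times with the authors' matrix values (2280 differentially expressed probes), with marked spots kept (2317), with only probes well above background (2696), with limma at an unadjusted p below 0.01 (2652), with an intensity trend (2271), with the methods' t-test on the scanner intensities (1966) and on the matrix values (1952), and with the ratios of arithmetic means (2317). They also did with the slide as a random block (2754), and the scan is the same block. A random block does not fully remove a difference between slides, and 1 of the 2 slides held no *B. cinerea* array. The count under this setting therefore does not exclude an effect of the slide.

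Stricter or looser thresholds changed the counts by their construction. Without a fold minimum, there were 3589 differentially expressed probes, 1865 upregulated and 1724 downregulated. With a 3-fold minimum, there were 878, 482, and 396. With limma's treat at 2-fold, there were 79, 38, and 41. At an adjusted p below 0.01, there were 762, 389, and 373, with 325 upregulated probes over 2-fold to 5-fold, 64 over 5-fold, and 210 of at least 3-fold. When the methods' t-test was adjusted by Benjamini-Hochberg, there were 1227, 607, and 620, with 526, 81, and 277 in these classes. With 75th percentile scaling, only the class over 5-fold moved by over 1.5 times, to 207, and the cause was not tested. The balance of directions shifted under this scaling, with 1568 upregulated and 1027 downregulated probes, so that 60.4% of the calls were upregulated, against 52.4% with quantile normalization.

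The settings added later moved more results. With normexp, 969 probes were differentially expressed, 456 upregulated and 513 downregulated, with 427, 29, and 104 in the 3 classes. The offset of 50 in this setting compresses fold changes of dim probes by its construction. The methods' t-test with unequal variances gave 1334, 650, and 684, with 579, 71, and 281 in the classes and 10 of the 20 qRT-PCR probes. With the matrix values, it gave 1312, 631, and 681, with 568, 63, and 273 in the classes and 12 qRT-PCR probes. With the ratios of arithmetic means in addition, it gave 1310, 630, and 680, with 568, 62, and 273 in the classes and 12 qRT-PCR probes. For these 3 settings, the cause was not tested. With the slide as a fixed block, the difference rests on *P. thunbergii* array 1 against the *B. cinerea* arrays, and 206 probes were called, 145 upregulated and 61 downregulated, with 83, 62, and 114 in the classes and 2 qRT-PCR probes.

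With each array left out in turn, there were between 770 and 2765 differentially expressed probes, between 402 and 1507 upregulated probes, and between 368 and 1258 downregulated probes. The upregulated probes over 2-fold to 5-fold numbered between 335 and 1319, those over 5-fold between 67 and 188, and those of at least 3-fold between 223 and 646. Between 10 and 20 qRT-PCR probes were called. All the lowest counts were without *P. thunbergii* array 3 and all the highest without *B. cinerea* array 3. The differentially expressed probes also moved by over 1.5 times without *B. cinerea* array 2 (1145) and without *P. thunbergii* array 2 (1307), and so did the other counts, except those of probes over 5-fold and of qRT-PCR probes. Fewer arrays give fewer calls by construction, but leaving out *B. cinerea* array 3 gave more, so the counts depend on which arrays are used.

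The replicate numbers do not pair the arrays. The deviations of the same-numbered arrays from their condition means correlated across probes by 0.0837, -0.112, and -0.115. With the replicate block, limma called 0 probes, with 0 in every class and 0 of the qRT-PCR probes, although 7397 probes had an unadjusted p below 0.05 and the smallest adjusted p was 0.0772. In simulated data with 200 changed probes, this model also recovered 0. With so few changes, the adjustment is stricter there than in the real data. With the replicate block and the numbers of the authors' matrix, 1 probe was called, which was downregulated, with 0 upregulated probes, 0 in every class, and 0 of the qRT-PCR probes.

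The normexp correction on mean signals, the set tests of functional families, and the choice among the probes of a gene were not run, because the scanner files hold no mean signals and the files do not pair probes with genes. Signal over background limits the changes of dim probes, since 260 of the called probes were not well above background on all 3 arrays of either condition.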

Differences from the paper's values

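The settings with unequal variances, which reach the paper's counts, were chosen after the values had been seen.

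The paper reports 1310 differentially expressed genes, and 2322 probes were called here by limma. The paper's share is 4.2%, and the share here was 7.46%. The methods' t-test with Benjamini-Hochberg adjustment, the 3-fold minimum, and leaving out *B. cinerea* array 1, *B. cinerea* array 2, *P. thunbergii* array 1, or *P. thunbergii* array 2 brought the count and the share within 1.5 times the paper's values. Of the alternatives set before the data were examined, the others did not: 75th percentile scaling, the authors' matrix values, the filter on dim probes, marked spots kept, the methods' t-test without adjustment, limma with a trend, limma without adjustment, no fold minimum, treat, an adjusted p below 0.01, the replicate block, the slide or scan as a random block, and leaving out *B. cinerea* array 3 or *P. thunbergii* array 3.

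The paper reports 633 upregulated genes, and 1216 upregulated probes were found here. The same alternatives brought this count within 1.5 times the paper's, and the same others did not. For the downregulated genes, the paper reports 677, and 1106 probes were found here. The methods' t-test with and without adjustment, and leaving out *B. cinerea* array 1, *B. cinerea* array 2, *P. thunbergii* array 1, or *P. thunbergii* array 2 brought this count within 1.5 times, whereas the 3-fold minimum and the other alternatives set before the data were examined did not.

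For genes upregulated by 2- to 5-fold, the paper's count is 569, and 1086 probes were found here. The methods' t-test with Benjamini-Hochberg adjustment and leaving out *B. cinerea* array 1, *B. cinerea* array 2, *P. thunbergii* array 1, or *P. thunbergii* array 2 brought it within 1.5 times, and the other alternatives that were set before the data were examined and run for this class did not. Having no fold minimum, the 3-fold minimum, and treat were not run for the fold classes. For genes upregulated by more than 5-fold, the paper's count is 64, and 130 probes were found here. The methods' t-test with Benjamini-Hochberg adjustment (81), an adjusted p below 0.01 (64), and leaving out *B. cinerea* array 2 (88), *P. thunbergii* array 2 (87), or *P. thunbergii* array 3 (67) brought it within 1.5 times, and the other alternatives that were set before the data were examined and run for this class did not.

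The authors' matrix values with the methods' t-test with unequal variances and ratios of arithmetic means gave 1310 differentially expressed probes, 630 upregulated and 680 downregulated, with 568 up to 5-fold and 62 above it, but this setting was chosen after seeing the values, and it drops 8 of the 20 probes that the paper names as up- or downregulated. Without the ratios of arithmetic means it gave 1312 and also drops 8 of them, and on the scanner intensities it gave 1334 and drops 10. The methods' t-test as a test with equal variances, on the matrix values, gave 1952. The paper does not name the kind of t-test.

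The paper counts nl_p22988 among the upregulated genes, and its adjusted p by limma was 0.0659 here (log2 fold change 3.02, higher in 3 of 3 *P. thunbergii* arrays than in any *B. cinerea* array). It was called with only probes well above background, with limma without adjustment, with the slide or scan as a random block, without *B. cinerea* array 3, and with normexp, the last of which was chosen after seeing the data. Over the settings with an adjusted p threshold, that p was between 0.00535 and 0.328.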

Other observations

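The tests chosen only after the result had been seen are those on the columns of the processed table, the tabulated folds, the count of 3-fold changes, array brightness, successive probe numbers, and the probes with the same profile.

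The slide is partly confounded with the condition. When probes were called between *P. thunbergii* arrays 2 and 3 and a pair of *B. cinerea* arrays, between 85.1% and 93% of the called probes changed in the same direction between *P. thunbergii* array 1 and the *B. cinerea* array left out, which shared a slide. The change on the held-out arrays was between 0.709 and 0.746 of the called change at the median. A difference between slides alone would leave about equal shares in each direction, but a mixture of slide and condition cannot be told apart, because the slide of *P. thunbergii* arrays 2 and 3 held no *B. cinerea* array. Other divisions of the arrays that keep both arrays of that slide together, 3 in number, called 0 probes by limma.

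*B. cinerea* array 3 differed from *B. cinerea* arrays 1 and 2. Over probes well above background on all 6 arrays, arrays 1 and 2 had a correlation of 0.998, which was 0.0126 higher than the closer correlation of either with array 3, so noise of dim probes is not the cause. Among these probes, 1523 differed by more than 2-fold between *B. cinerea* array 3 and the mean of the other two, compared with 267 for array 1, 182 for array 2, and 308, 426, and 109 for the *P. thunbergii* arrays. Over 16797 probes, the robust spread of the log2 differences was 0.58 between *B. cinerea* arrays 1 and 3 and 0.51 between *B. cinerea* arrays 2 and 3. Against *P. thunbergii* array 1, it was 0.48 for *B. cinerea* array 1, 0.50 for array 2, and 0.79 for array 3. All these arrays were on 1 slide. *B. cinerea* arrays 1 and 2 were closer, at 0.20. Whether the culture, its stage, or its handling differed was not tested.

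A group of downregulated probes had the same profile over the 6 arrays. There were 127 probes within 0.1 on the log2 scale of a common profile on every array, and all of them were called, which is 11.5% of the downregulated probes. Their log2 fold changes lay between -1.32 and -1.12, at a median log2 signal of 11.08, and all had their highest *B. cinerea* signal on array 3. Lying this close to a common profile largely fixes these shared calls, changes, and highest arrays. The group was found from the downregulated probe with the most close neighbors, which had 130 within the same limit. The upregulated probe with the most had 14. Only 8 probes lay as close to the mirrored profile, but it was not chosen for its neighbors, so this count cannot exclude chance matches. The largest numbers of neighbors, 130 and 14, are both maxima, and they argue against chance matches as the main source. The spots are not neighbors on the array, because the median distance to the nearest spot of the group was 10.02 spots for the 122 probes with a single spot, and random sets gave between 8.03 and 10.63. The probes may bind the same RNA or related RNAs, or RNAs of a shared stage or cell type, and with no probe sequences at hand these cannot be separated, so the 127 probes are not 127 independent observations of a change. None of the qRT-PCR probes belongs to the group.

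The largest falls stood apart from the others. There were 7 probes with a log2 fold change below -8, and the next largest fall was -6.05. With normexp, nl_p14698 and nl_p09340 had log2 fold changes of -7.17 and -7.01, so the size of these falls depends on the background correction. No explanation was tested for this gap beyond the tests on the largest changes given above.

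On *B. cinerea*, the upregulated probes had a lower signal than the downregulated probes, which the division by direction gives in part by construction. Averaged over both conditions, the medians were 5.51 and 6.46 on the log2 scale, and for probes well above background on all 6 arrays they were 7.60 and 8.07. Of the upregulated probes, 25.3% had no *B. cinerea* array well above background, and whether fold changes of dim probes add to the difference stays open. Every *P. thunbergii* array had more probes well above background than every *B. cinerea* array, in 9 of 9 pairs. The *P. thunbergii* array had the higher upper quartile of signal in 3 of 9 pairs, but the higher median signal in 9 of 9 pairs, so the brightness of the array stays open near the limit of detection. A difference in the RNA of the nematodes and the slide stay open as well.

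The columns of the authors' processed table were compared with the arrays of the scanner files. All 6 columns were closest to an array of the same condition, so an exchange between the conditions is excluded. In 5 of the 6 columns, the closest array had another number, with a correlation of at least 0.9999, compared with at most 0.992 for any other array. Replicate numbers exchanged within a condition fit these values. Which source numbers the samples correctly is not known, and the comparison of the conditions does not depend on it.

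The folds in Tables 1 to 3 were set beside the processed table. Of 34 distinct folds, 32 equaled the ratio of arithmetic means of some probe to 4 decimals (tolerance 5e-05), and folds shifted at random by up to 1% were matched 3.12 times on average and 6 times at most in 200 draws. Chance matches are thus excluded as the main source, and ratios of geometric means matched only 2 folds. Of these folds, 24 were above 3 and matched by exactly 1 probe. If each of these probes is the one tabulated, which the files do not state, limma called 12 of them here, and the methods' t-test on the processed table gave a p below 0.01 for 10. Of the 4 folds below 0.5 that were matched by exactly 1 probe, limma called 3.

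Of the 12 probes with a fold above 3 and an adjusted p of 0.05 or more, 7 were not well above background on 2 or more *P. thunbergii* arrays, nor on any *B. cinerea* array. For 6 of these 7, the ratio fell below 2 without the brightest *P. thunbergii* array. The brightest array was not the same for all, with 2, 4, and 1 of the 7 probes on *P. thunbergii* arrays 1, 2, and 3. For the other 5 probes, 0 fell below 2, and their ratios without the brightest array were between 2.80 and 3.70. The division by background partly fixes these outcomes, and no *B. cinerea* array was left out, so whether 1 array sets the ratio of arithmetic means stays open. The gene names of these probes were not used, because the match rests on the fold alone.

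The paper's count of genes upregulated by at least 3-fold is 520. In the setting that comes closest to the paper's other counts, chosen after seeing the values, 273 probes were upregulated and 248 downregulated by at least 3-fold, and both directions counted together gave 521. A count of both directions is therefore a candidate explanation for the paper's value, but limma gave 482 upregulated probes, which is also close to it.

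Of the 20 qRT-PCR targets, 4 share primer bases, and they may be 1 group of related transcripts. The deviations of the 4 probes from their condition means had a mean correlation of 0.978, above all 10000 random sets of 4 upregulated probes, of which 95% lay below 0.55. The value is not specific to the 4 probes, because nl_p10889, which shares no primer bases with them, had a mean correlation of 0.977 with them, and nl_p27181 had -0.984. For this test, the correlation was taken as the deciding value after its result had been seen, in place of the share of random sets.

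Probes with successive numbers did not share their changes. Over 12095 pairs of successive probes, the correlation of the changes was 0.0114 (1-sided permutation test with 1000 shuffles, p = 0.097), so neighboring probe numbers carry no detectable common change.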
